A study of Mus musculus with 12 samples. Its data were reported in "Distinct metabolic states govern skeletal muscle stem cell fates during prenatal and postnatal myogenesis" (2018).

How the data were processed

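The data are log2 expression values from 12 Affymetrix Mouse Gene 1.0 ST arrays, 3 in each of 4 groups set by age (28 months or 6 weeks) and by level of the Pax7-nGFP reporter (Pax7High or Pax7Low). Groups and replicate numbers were taken from the sample titles. The ages printed are those of the labels, and the study's text gives another age for the old mice. According to the study's methods, limb muscles were digested to single cells, which were sorted on size, granularity and GFP, with no antibody against other cell types named for this sort. The labels give 1 extraction and labelling protocol for all samples. The study's methods describe amplification of the RNA for old samples and do not say how RNA for the young arrays was prepared, so that a difference in preparation along with age is not excluded.

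The authors normalised the arrays with RMA (background correction, quantile normalization and probe set summary) and deposited log2 values; RMA and limma are named in the submitters' processing notes, with no version. Probe sets judged not expressed or invariant had been removed before deposit by thresholds not given in the sources used here. The deposited table holds 18007 probe sets with no missing value, from 0.849 to 12.6, and the lowest SD of any probe set over the arrays is 0.230, so that a share of genes that do not vary is not analysed here. Because probe sets were removed after normalization, array medians differ, from 4.24 to 4.46. RMA values carry no detection call, so that signal over background could not be assessed. No arrays were identical.

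Gene names come from the platform annotation. Of the probe sets, 14184 had 1 gene symbol, 741 had several and 3082 had none listed. Those with several or none were not used. Of those with 1 symbol, 14136 were found in a RefSeq gene table through their Entrez gene number, and 0 symbols changed. Probe sets above the 40th percentile of their array on at least 3 arrays were kept, and for each gene the probe set with the highest mean was used, which left 9151 genes, 483 of them with over 1 probe set. Cdkn2a, Acadvl and mt-Nd5 had no probe set with 1 symbol, Pdk3 fell below the filter, and mt-Co2 was measured under the symbol COX2.

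Group means were fitted to each gene with limma (version 3.58.1 in R 4.3.3, lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over all genes tested, called at an adjusted p under 0.05). All 12 arrays entered 1 fit without a block, and 7 comparisons were taken from it: old against young, Pax7High against Pax7Low, their interaction, and each of the 2 factors within each level of the other. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 37 of 42 lists with at least 5 measured genes. The lists cover energy and lipid metabolism, ribosomes and proteasome, stress, immunity, myogenic state, cell cycle, signalling, matrix, and markers of other cell types of muscle. The groups, tests, lists, naming rule and most alternatives were fixed before the data were examined. Same-sized random lists and intervals for marker means were computed in addition.

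Genes were named by rule: for each of the 3 main comparisons, the 10 highest and 10 lowest log2 changes among called genes whose arrays do not overlap in either stratum (no such condition for the interaction), without predicted genes, clone names and small RNAs; up to 4 called members of each list with the largest change, or, where none was called, those that passed when adjusted over the list alone; and a fixed set of satellite cell and metabolic genes.

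The fit was tested on simulated data with the means and spreads of the measured values for 9151 genes, with 100 genes changed by a log2 change of 1 and 100 by 2. For old against young 71.0% and 99.0% were recovered with 10 false calls, for Pax7High against Pax7Low 80.0% and 100% with 12, and for the interaction 1.00% and 53% with 6. Within a stratum the recovery was 25.0% and 98.0% (age, Pax7High), 25.0% and 96.0% (age, Pax7Low), 23.0% and 94.0% (fraction, young) and 30.0% and 96.0% (fraction, old), with 2, 14, 0 and 37 false calls.

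Alternatives changed 1 choice at a time: no filter, a filter at the 60th percentile or on the interquartile range; quantile normalization once more, centring on array medians; the mean of probe sets; limma-trend with robust eBayes; array weights; only the groups compared in the fit; the replicate number as a fixed or random block; each array left out; camera with an estimated correlation, fry and fgsea (version 1.28.0); and other thresholds. Removal of each array's trend against mean expression (loess, span 0.4) and leaving out 3 outlying old arrays were added after seeing the data. Groups were compared with 100 other assignments of arrays, or all 10 splits for 3 arrays against 3.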

Results

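Satellite cells are the resident stem cells of skeletal muscle. The samples are labelled as quiescent satellite cells, a state not tested here, and were sorted from mice carrying Tg:Pax7-nGFP. This transgene places nuclear green fluorescent protein under control of Pax7, the transcription factor that marks satellite cells. The labels divide the cells by age of the animal, 28 months (old) or 6 weeks (young), and by reporter level, Pax7High or Pax7Low. Each of the 4 groups holds 3 samples, and each sample was hybridised to 1 Affymetrix Mouse Gene 1.0 ST array. Nothing in the labels says whether samples of a group came from separate animals, so that p-values measure only the spread between these samples. The number of arrays limits the precision. All levels are log2 RMA values as deposited, and 9151 genes were tested.

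On a principal component analysis the first component held 28.1% of the variance and separated old from young arrays. The second held 13.8%, and on it every Pax7High array lay above every Pax7Low array. Old_Pax7Low replicate 3 stood apart on the second component, at -47.3. Correlations between arrays ran from 0.826 to 0.965. The spread of genes around their group mean was wider on old arrays (SD of residuals 0.390 to 0.468) than on young arrays (0.239 to 0.291).

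**Figure D1:**
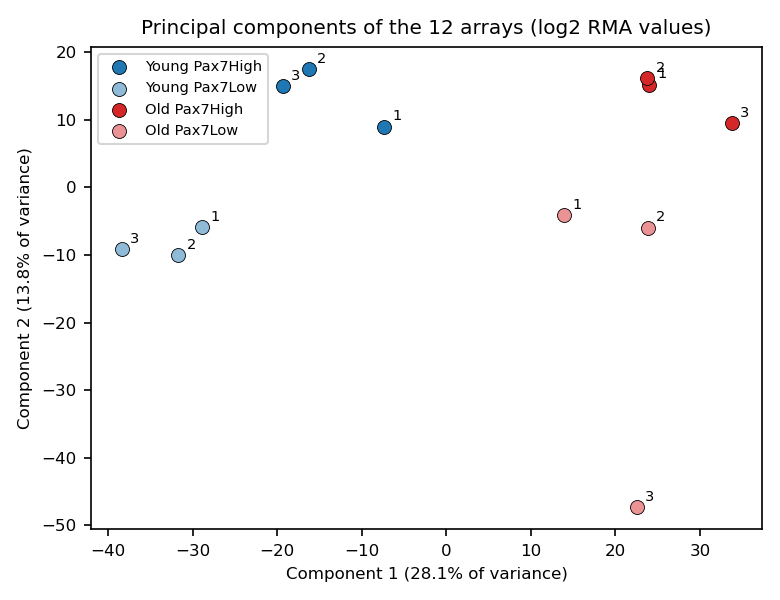
Principal components 1 and 2 of the 12 arrays, computed on log2 RMA values of the 9151 genes tested; each point is 1 array, coloured by group and numbered by replicate, and the axes give the share of variance (28.1% and 13.8%). Old arrays lie to the right of young arrays, and Old_Pax7Low replicate 3 lies apart at -47.3 on component 2.

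The first comparison asks how satellite cells of old mice differ from those of young mice, averaged over both Pax7 fractions. Cyp26a1, which degrades retinoic acid, rose most in old cells, 10.7-fold (log2 change 3.42, SE 0.22, adjusted p = 4.1e-06, 6 arrays per age). Immune genes rose with it, among them the neutrophil calprotectin genes S100a8 (5.61-fold) and S100a9 (4.04-fold), the chemokines Ccl19 (5.43-fold) and Cxcl13 (3.85-fold), and the complement gene C4b (3.84-fold). Lists of cell division, the extracellular matrix, histones, the proteasome and mitochondrial energy metabolism were shifted down by camera, with adjusted p from 0.097 to 0.25 with an estimated correlation. Thy1, a surface glycoprotein, fell by 2.70 on the log2 scale (SE 0.39, adjusted p = 0.0011), and the acetylcholine receptor subunit Chrna1 fell by 2.69 (SE 0.22, adjusted p = 3.0e-05).

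At an adjusted p under 0.05, limma called 237 genes higher and 1155 lower in old cells, so that 83.0% of calls were lower, and 2826 genes had an unadjusted p under 0.05. The median gene was itself lower on old arrays, by a log2 change of -0.19, and the shift was wider among well expressed genes (-0.22 in the highest of 10 classes by mean expression) than among weakly expressed genes (-0.05 in the lowest class). Centring each array on its median gave 353 higher and 581 lower calls (62.2% lower), and quantile normalization 319 higher and 556 lower (63.5% lower). Removing each array's trend against mean expression, an alternative chosen after seeing the data, gave 383 higher and 432 lower calls (53% lower). The values of single genes here include the shift of -0.19, and list medians are given relative to it. Without the 3 old arrays that correlated least with the others, chosen likewise, 255 genes were higher and 877 lower, from a fit in which Old_Pax7Low kept 1 array and took its spread from the other groups. The study's methods describe RNA amplification for old samples and not for young ones, while the labels give 1 protocol for all samples. A difference in preparation is not excluded, and it could not be told apart from age here.

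The other genes named among the 10 highest were the apolipoprotein gene Apoc1 (log2 change 2.42, SE 0.29), the retinol-oxidising alcohol dehydrogenase Adh1 (2.17, SE 0.24), the p53 effector Perp (2.01, SE 0.31) and the thyrotropin receptor Tshr (1.92, SE 0.32). Among the 10 lowest were Lrrn1 (-2.49, SE 0.35), the imprinted genes Mest (-2.27, SE 0.25) and Zim1 (-2.15, SE 0.35), cyclin A2 (Ccna2, -2.10, SE 0.20), the condensin subunit Smc4 (-2.04, SE 0.21), Fndc1 (-2.08), Prune2 (-2.07) and Ttyh1 (-2.04). Their adjusted p-values, by limma, lay between 3.0e-05 for Chrna1 and Ccl19 and 0.0062 for S100a9, apart from that of Cyp26a1. Only genes whose 3 old and 3 young arrays did not overlap within either fraction were eligible for these 20. On its probe set (10462853) Cyp26a1 stood at 7.91 ± 0.38 (SD, n = 3) in old and 4.35 ± 0.54 in young Pax7High cells, and at 6.32 ± 0.39 and 3.05 ± 0.28 in old and young Pax7Low cells.

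Interferon response genes rose as a list in old cells. Of 24 measured members 7 rose, also when adjusted over the list alone, and none fell. Their median lay 0.97 above the median gene (camera adjusted p = 1.1e-12, and adjusted p = 0.11 with an estimated correlation). Examples are the interferon-inducible GTPase Irgm1 (log2 change 1.68, SE 0.23), Rtp4 (1.41, SE 0.43) and the antiviral gene Rsad2 (1.24, SE 0.27). Antigen presentation genes rose too, 5 of 14 measured (5 when adjusted over the list alone), with a median of 0.72 above the median gene. The test gave an adjusted p = 6.1e-08, and this was the only one of the 17 lists that held with an estimated correlation (adjusted p = 0.0094). Its members include the immunoproteasome subunits Psmb9 (1.56, SE 0.29) and Psmb8 (1.36, SE 0.25), the class I gene H2-Q4 (1.53, SE 0.21) and its transactivator Nlrc5 (1.39, SE 0.36). In the inflammatory response list 7 of 31 measured genes rose (8 when adjusted over the list alone; adjusted p = 2.7e-08, and adjusted p = 0.16 with an estimated correlation). Examples are the chemokines Cxcl9 (2.12, SE 0.53), Ccl11 (1.71, SE 0.29) and Cxcl10 (1.66, SE 0.43) and the cytokine Il18 (1.51, SE 0.29).

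Markers of white blood cells moved in the same direction as these immune genes. Of 6 measured neutrophil genes 3 rose (6 when adjusted over the list alone), S100a8, S100a9 and Ngp (1.58, SE 0.39), with a median of 1.59 above the median gene (adjusted p = 1.2e-06, and adjusted p = 0.11 with an estimated correlation). Of 19 macrophage and monocyte genes 2 rose (2 when adjusted over the list alone), lysozyme Lyz2 (1.74, SE 0.43) and the class II gene H2-Ab1 (1.28, SE 0.37). Their median was 0.57 above the median gene (adjusted p = 1.1e-04, and adjusted p = 0.25 with an estimated correlation). S100a8 averaged 10.2 in old Pax7High and 10.1 in old Pax7Low cells, against 8.07 ± 0.72 and 7.33 ± 1.90 (SD, n = 3) in the young groups.

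Transcripts of oxidative energy metabolism were lower in old cells. In the TCA cycle 9 of 16 measured genes fell (12 when adjusted over the list alone), among them Sdhd (-0.98, SE 0.22), Idh2 (-0.95, SE 0.21) and citrate synthase Cs (-0.74, SE 0.17). The list median was -0.40 relative to the median gene (adjusted p = 7.2e-04, and adjusted p = 0.16 with an estimated correlation). In complex I of the respiratory chain 10 of 34 fell (21 when adjusted over the list alone), led by Ndufs7 (-1.37, SE 0.29) and Ndufs8 (-1.31, SE 0.25), with a median of -0.32 (adjusted p = 4.5e-05, and adjusted p = 0.19 with an estimated correlation). In complexes II to IV 8 of 24 fell (12 when adjusted over the list alone; Cyc1, -0.90, SE 0.19; adjusted p = 1.1e-04, and adjusted p = 0.25 with an estimated correlation). In ATP synthase 10 of 16 fell (13 when adjusted over the list alone; Atp5c1, -0.81, SE 0.17; adjusted p = 2.6e-04, and adjusted p = 0.16 with an estimated correlation). In mitochondrial fatty acid oxidation 9 of 20 fell (10 when adjusted over the list alone), among them Cpt1a, which admits long-chain fatty acids to mitochondria (-1.35, SE 0.25), and the dehydrogenases Acadl (-1.10, SE 0.19) and Acadm (-1.04, SE 0.29). Its median was -0.50 (adjusted p = 4.4e-04, and adjusted p = 0.16 with an estimated correlation). After removal of the arrays' trends the calls of these 5 lists stood, but single members called lower dropped to 1, 3, 5, 3 and 4, in the order given here. Within single fractions, members called lower with age were 6 in the TCA cycle, 15 in complex I, 10 in complexes II to IV, 5 in ATP synthase and 6 in fatty acid oxidation in Pax7Low cells, and 0, 0, 0, 0 and 2 by limma in Pax7High cells. The median age changes of these lists were -0.72, -0.78, -0.86, -0.76 and -0.81 in Pax7Low, and -0.41, -0.30, -0.23, -0.34 and -0.44 in Pax7High cells, with the shift of all genes included.

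Neighbouring pathways did not pass the list test. Glycolysis had 1 gene higher, the lactate exporter Slc16a3 (1.05, SE 0.20), and 3 lower, Pgk1 (-0.67), Hk2 (-0.64) and Hk1 (-0.60), of 15 measured (1 and 3 when adjusted over the list alone; list adjusted p = 0.81), and none of the 3 was called lower after centring or with trends removed. Peroxisomal fatty acid oxidation had 4 of 12 genes lower (5 when adjusted over the list alone; list adjusted p = 0.24), with Eci2 (-1.45, SE 0.30) and catalase, Cat (-0.90, SE 0.27), among them, against 1 lower after centring and 1 with trends removed. Pyruvate dehydrogenase and its kinases had 5 of 11 lower (6 when adjusted over the list alone; list adjusted p = 0.052), including Pdk2 (-1.13, SE 0.21) and Pdk4 (-0.67, SE 0.16). After centring 2 of them were lower and with trends removed 1, and this list passed in 11 of 26 alternatives. Of 8 measured genes that the study's text names, a choice made partly on such cells and so no independent evidence, 5 fell (1 higher and 5 lower when adjusted over the list alone; list adjusted p = 0.14), against 2 after centring and 0 with trends removed. Dbi fell by 0.72 (SE 0.19), while Etfb stood at -0.45 (adjusted p = 0.17), Lipe at 0.03 (adjusted p = 0.94) and the mitochondrially encoded COX2 at 0.46 (adjusted p = 0.056). The mitochondrial ribosome had 1 gene higher and 15 lower of 74 (1 and 19 when adjusted over the list alone; list adjusted p = 0.063), with 7 lower after centring and 3 with trends removed, and passed as a list in 10 of 26 alternatives.

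Genes of proliferation and matrix were lower in old cells. Of 29 cell cycle genes 11 fell (14 lower and 1 higher when adjusted over the list alone), among them the proliferation marker Mki67 (-1.68, SE 0.17), Prc1 (-1.88, SE 0.20) and cyclin B2 (Ccnb2, -1.73, SE 0.22; list adjusted p = 2.3e-05, and adjusted p = 0.097 with an estimated correlation). Of 14 replication-dependent histone genes 7 fell (9 when adjusted over the list alone), with H2ac4 at -2.20 (SE 0.31) and H1f5 at -1.97 (SE 0.19; list adjusted p = 3.2e-04, and adjusted p = 0.11 with an estimated correlation). In the extracellular matrix list 19 of 39 genes fell and 2 rose (26 and 2 when adjusted over the list alone), against 13 lower after centring and 12 with trends removed. Examples are the collagens Col3a1 (-1.87, SE 0.18) and Col1a2 (-1.61, SE 0.28), tenascin C (Tnc, -1.79, SE 0.29) and the laminin chain Lamc1 (-1.66, SE 0.18), with a list adjusted p = 7.3e-06, and adjusted p = 0.25 with an estimated correlation. In the proteasome 8 of 26 fell (9 when adjusted over the list alone; Psma4, -0.83, SE 0.21; list adjusted p = 0.0027, and adjusted p = 0.16 with an estimated correlation), but after centring 1 was called lower and with trends removed 0. Immediate early genes, which respond within minutes to a stimulus, were shifted up as a list (adjusted p = 0.0075, and adjusted p = 0.25 with an estimated correlation), with Ier3 (1.02), Fosl1 (0.59) and Fosb (0.55) higher and Egr2 (-0.85) lower of 27, also when adjusted over the list alone.

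Pax7 itself was not called with age (0.13, SE 0.23, adjusted p = 0.74). Its age change was -0.44 in Pax7High and 0.70 in Pax7Low cells, neither called (adjusted p = 0.51 and 0.21). Cd34, a surface marker of quiescent satellite cells, rose (0.97, SE 0.15, adjusted p = 0.0017), and the myogenic factor Myf5 rose (0.69, SE 0.21, adjusted p = 0.037). Cd34 was called in Pax7Low cells (1.63, adjusted p = 0.0017) and not in Pax7High cells (0.30, adjusted p = 0.50). Myod1 stood at -0.04 (adjusted p = 0.89), Spry1 at -0.08 (adjusted p = 0.83) and the calcitonin receptor Calcr at -0.64 (adjusted p = 0.17). In the myogenic commitment list 6 of 19 genes fell and 2 rose (6 and 2 when adjusted over the list alone; list adjusted p = 0.65). Those that fell include the differentiation factor Myog (-2.13, SE 0.42), cardiac actin Actc1 (-2.29, SE 0.39) and the fusion gene Mymk (-1.71, SE 0.37). In the quiescence list 8 of 38 fell and 3 rose (10 and 6 when adjusted over the list alone; list adjusted p = 0.83), with the cell cycle inhibitor Cdkn1c at -1.49 (SE 0.34) and Six4 at -1.34 (SE 0.29). That excess of lower calls was not kept, with 6 lower and 6 higher after centring and 5 lower and 6 higher with trends removed. Myog, Actc1, Mymk and Cdkn1c were called with age in Pax7Low cells, falling by 4.43, 4.42, 3.39 and 3.10, and not in Pax7High cells (0.17, -0.15, -0.03 and 0.13, adjusted p from 0.92 to 0.98). Of the senescence and p53 genes Igfbp5 rose (1.23) and Sesn1 (-1.19) and Eda2r (-0.85) fell, of 18 (1 and 2 when adjusted over the list alone; list adjusted p = 0.65).

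The Wnt and TGF-beta target list and the endothelial cell list were also shifted up against other genes with no member called, over all genes or adjusted over the list alone (adjusted p = 0.020 and 0.046, and adjusted p = 0.25 and 0.63 with an estimated correlation). The endothelial shift was lost in 12 of 26 alternatives, among them centring (adjusted p = 0.055) and removal of the arrays' trends (adjusted p = 0.060). The muscle fibre list was not shifted (adjusted p = 0.845), although Atp2a1 (-1.85), Actn3 (-1.36) and Acta1 (-1.04) fell. In Pax7Low cells Atp2a1 and Acta1 changed by -2.92 and -2.28 (adjusted p = 0.0017 and 0.010). In Pax7High cells they were not called (-0.78 and 0.20, adjusted p = 0.31 and 0.85). Actn3 was called in Pax7High (-1.81, adjusted p = 0.0070) and not in Pax7Low cells (-0.91, adjusted p = 0.066). Lists of fibro-adipogenic, pericyte, tendon and fat cells were not shifted either (adjusted p from 0.65 to 0.94), although of 17 fibro-adipogenic genes 5 fell, Thy1, Col3a1, Col1a2, Col1a1 and Pcolce2, and Lox rose (6 and 1 when adjusted over the list alone; 4 lower after centring and 4 with trends removed). Col1a1 and Pcolce2 were named after their values were seen. In the heat shock list Hspb8 rose (1.30) and 6 of 14 genes fell (1 and 6 when adjusted over the list alone; list adjusted p = 0.087), against 2 lower after centring and 2 with trends removed. The list itself passed camera with trends removed (adjusted p = 0.025), and passed in 6 of 26 alternatives in all. In the antioxidant list 1 rose and 5 of 22 fell (3 and 5 when adjusted over the list alone; list adjusted p = 0.15), against 3 and 2 after centring and 2 and 2 with trends removed.

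**Figure D2:**
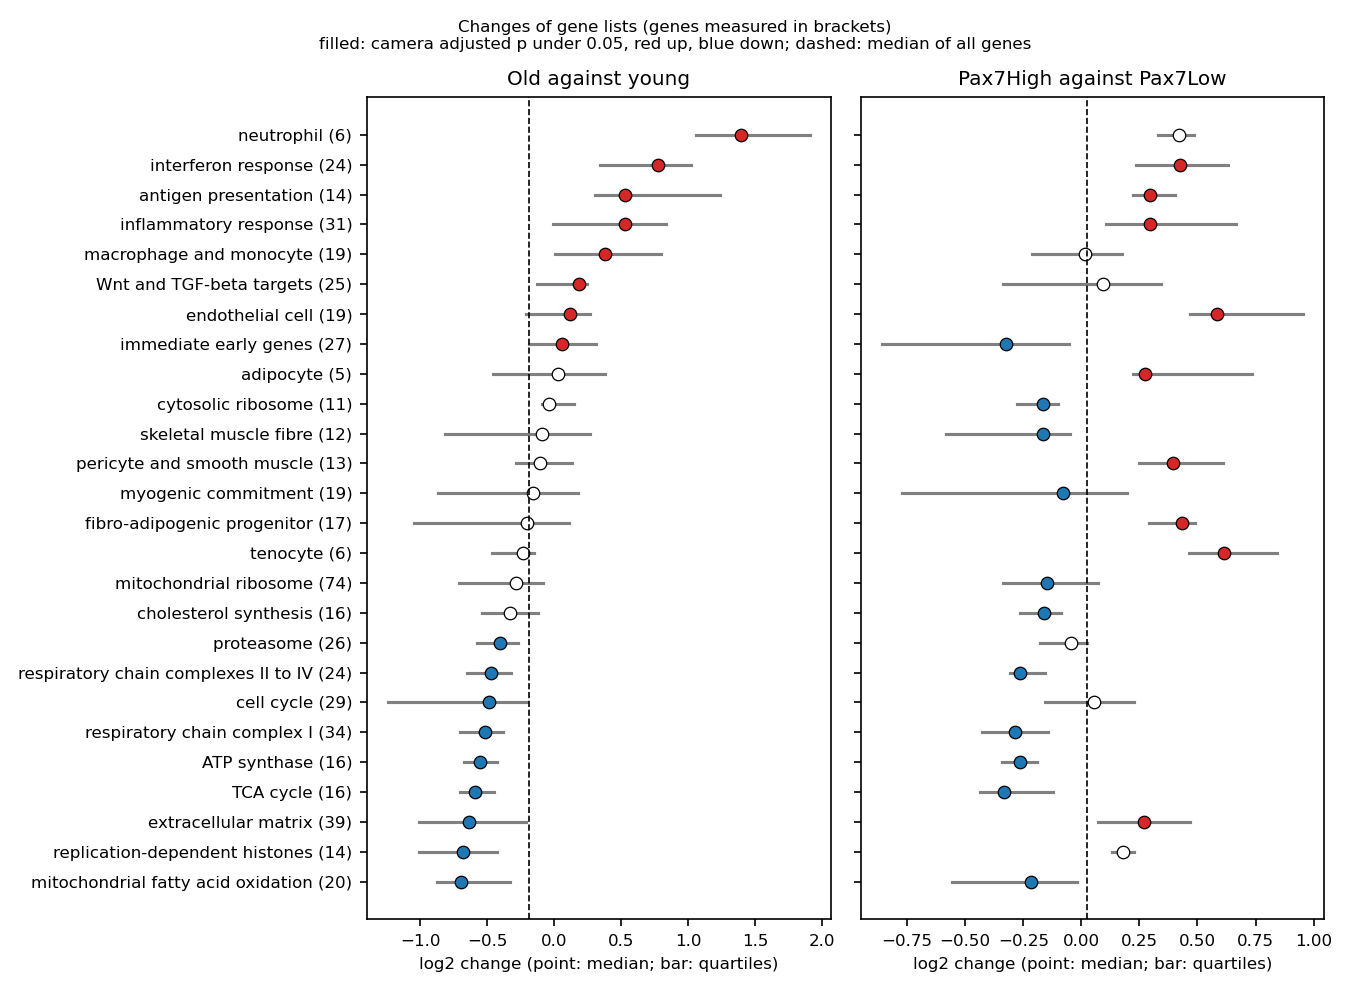
Median log2 change of each gene list shifted in either comparison, old against young on the left and Pax7High against Pax7Low on the right; points are medians, bars run from the 25th to the 75th percentile of the members, filled points passed camera at an adjusted p under 0.05, and the dashed line is the median of all genes (-0.19 and 0.02). Immune lists lie to the right and energy, matrix and proliferation lists to the left in the age panel, and energy lists also lie to the left in the fraction panel.

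These calls come from limma on 12 arrays and 4 group means, and the lists from camera with a preset correlation of 0.01 between genes. With age labels exchanged within fractions camera still passed a median of 7 lists, so that single list p-values may be too small. Leaving out Young_Pax7High replicate 2, Young_Pax7High replicate 3 or Young_Pax7Low replicate 3 reduced the number of genes called to 843, 765 and 784, from 1392.

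The age comparison was also made within each fraction. In Pax7High cells 43 genes were higher and 185 lower in old samples, and in Pax7Low cells 130 and 559. Centring the arrays gave 53 and 109 in Pax7High, and 183 and 273 in Pax7Low cells. The comparisons use separate arrays but come from 1 fit with the same spread for each gene, so that their calls are not independent. The comparisons shared 23 genes called higher, where independent lists would share 0.611, and 86 called lower, where independent lists would share 11.3. The shared spread could raise this sharing, by an amount not tested. Across genes, which are not independent replicates, the age changes of the fractions correlated with r = 0.482. Cyp26a1 rose in both, by 3.56 in Pax7High (adjusted p = 2.1e-04) and by 3.27 in Pax7Low cells (adjusted p = 3.0e-04). Leaving out Young_Pax7High replicates 2 or 3 or Old_Pax7High replicate 1 reduced the Pax7High total of 228 to 47, 39 and 151. Leaving out Young_Pax7Low replicates 1, 2 or 3, Old_Pax7Low replicate 2 or Young_Pax7High replicate 3 reduced the Pax7Low total of 689 to 385, 167, 136, 447 and 451.

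**Figure D3:**
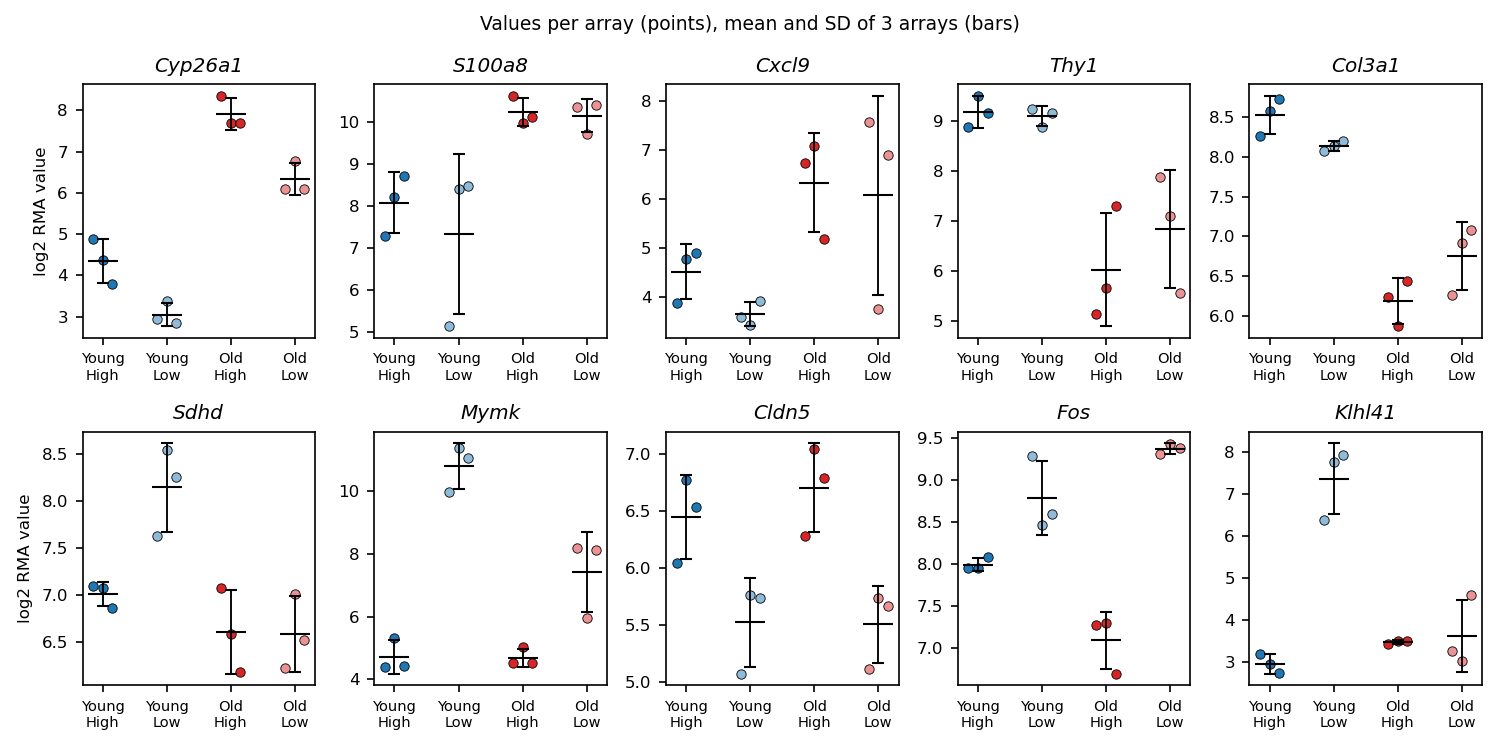
Log2 RMA values of 10 named genes on each array, by age and Pax7 fraction; points are arrays, horizontal bars the mean and error bars the SD of 3 arrays. Cyp26a1 lies near 7.91 and 6.32 in old and 4.35 and 3.05 in young cells, and Mymk and Klhl41 are highest in young Pax7Low cells (10.8 and 7.37).

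The second comparison asks how Pax7High cells differ from Pax7Low cells, averaged over both ages. In Pax7High cells Mymk, a membrane protein of myoblast fusion, fell by 4.42 on the log2 scale (SE 0.37, adjusted p = 1.1e-04), Myog by 4.11 (SE 0.42, adjusted p = 5.4e-04) and Actc1 by 3.49 (SE 0.39, adjusted p = 6.5e-04). Within old cells alone none of the 3 was called (-2.73, -1.82 and -1.35, adjusted p = 0.060, 0.25 and 0.35). The chemokine Cxcl3 was highest in Pax7High cells relative to Pax7Low cells, 5.63-fold (log2 change 2.49, SE 0.32, adjusted p = 0.0012). Endothelial, matrix and immune lists were higher in Pax7High cells, and immediate early and energy metabolism lists were lower, with adjusted p from 0.15 to 0.27 with an estimated correlation.

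In all, limma called 75 genes higher and 61 lower in Pax7High cells, and 1320 genes had an unadjusted p under 0.05. The highest also include the prostaglandin transporter Slco2a1 (1.93, SE 0.35), thrombomodulin (Thbd, 1.84, SE 0.23), the sialidase Neu2 (1.76), the matricellular genes Ccn4 (1.57) and Ccn2 (1.43), the collagen crosslinker Lox (1.56), Chad (1.51), the interleukin receptor Il1r1 (1.46) and Cyp26a1 (1.44). The lowest also include Chchd10 (-1.78), Mest (-1.78), the immediate early genes Fos (-1.54, SE 0.18) and Nr4a1 (-1.43, SE 0.17), Lrrc17 (-1.48), Cdk2 (-1.31), Ccng2 (-1.24) and Dbn1 (-1.21). These 20 genes, Mymk, Actc1 and Cxcl3 included, were likewise chosen among those whose arrays did not overlap between fractions at either age. Pax7 mRNA was not called between the fractions (-0.03, SE 0.23, adjusted p = 0.97), nor were Myf5 (0.47, adjusted p = 0.31), Myod1 (0.42, adjusted p = 0.26) or Cd34 (0.07, adjusted p = 0.87). For Pax7 and Cd34 these means cover values of opposite sign, 0.55 and 0.73 in young and -0.60 and -0.59 in old cells, none of them called (adjusted p for the interaction 0.61 and 0.25). The cell cycle inhibitor Cdkn1c fell by 2.70 (SE 0.34). Its change was -4.31 in young cells (adjusted p = 4.4e-04) and -1.08 in old cells, where it was not called (adjusted p = 0.39).

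Of 19 myogenic commitment genes 4 were lower in Pax7High cells, Mymk, Myog, Actc1 and Mest (6 when adjusted over the list alone; list adjusted p = 0.0021, and adjusted p = 0.15 with an estimated correlation). The list median was -0.10 relative to the median gene and its mean change -0.75, since a few genes changed greatly. Fibre genes were lower as a list, with Acta1 (-2.07) and Atp2a1 (-1.71) called of 12 (3 when adjusted over the list alone; list adjusted p = 0.0029, and adjusted p = 0.25 with an estimated correlation). Within young cells Acta1 and Atp2a1 changed by -3.31 and -2.78. Within old cells they changed by -0.83 and -0.64 and were not called (adjusted p = 0.47 and 0.53). Of 27 immediate early genes 7 fell (8 lower and 1 higher when adjusted over the list alone), among them Fos, Nr4a1, Socs3 (-0.91) and Btg2 (-0.89; list adjusted p = 2.4e-06, and adjusted p = 0.17 with an estimated correlation). Complex I was lower with 1 member called, Ndufv1 (-0.91), of 34 (3 when adjusted over the list alone; list adjusted p = 8.1e-06, and adjusted p = 0.19 with an estimated correlation). Ndufv1 does not represent its list, with changes of -0.52 in young and -1.30 in old cells, neither called. The list medians were -0.58 and 0.02. The TCA cycle was lower with Suclg1 (-0.89) called of 16 (3 when adjusted over the list alone; list adjusted p = 2.0e-04, and adjusted p = 0.18 with an estimated correlation), and mitochondrial fatty acid oxidation with Etfdh (-0.80) of 20 (4 when adjusted over the list alone; list adjusted p = 0.0021, and adjusted p = 0.20 with an estimated correlation). Complexes II to IV, ATP synthase, the mitochondrial ribosome, the cytosolic ribosome and cholesterol synthesis were shifted down with no member called, also when adjusted over the list alone. Their adjusted p-values were 2.0e-04, 0.0011, 0.0091, 0.010 and 0.041, and the adjusted p with an estimated correlation lay between 0.19 and 0.25. The cholesterol synthesis call was lost in 12 of 26 alternatives.

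Endothelial genes were higher in Pax7High cells. Of 19 measured, the tight junction gene Cldn5 (1.06, SE 0.21) and the fatty acid transporter Cd36 (1.06, SE 0.24) rose, and 10 when adjusted over the list alone. The list median was 0.56 above the median gene (adjusted p = 6.9e-08, and adjusted p = 0.20 with an estimated correlation). Other cell type lists moved the same way, fibro-adipogenic (Lox called, of 17, also when adjusted over the list alone), pericyte (none of 13; 3 higher and 1 lower when adjusted over the list alone), tendon (none of 6; 3 when adjusted over the list alone) and fat cells (none of 5; 2 when adjusted over the list alone). Their adjusted p-values were 0.0027, 0.0027, 0.0027 and 0.010, and adjusted p = 0.27, 0.23, 0.18 and 0.18 with an estimated correlation. The extracellular matrix list (Thbs1, 1.32, and Tnxb, 0.97, of 39; 5 when adjusted over the list alone) and the inflammatory list (Il1r1, and Cxcl12, 0.83, of 31; 3 when adjusted over the list alone) were higher, both at an adjusted p = 2.0e-04 (adjusted p = 0.27 and 0.25 with an estimated correlation). Interferon response was shifted up with none of 24 called (Isg20, 1.39, and Parp14, 0.67, when adjusted over the list alone; list adjusted p = 8.4e-04, and adjusted p = 0.26 with an estimated correlation), and antigen presentation with H2-Q4 (0.94) of 14 (2 when adjusted over the list alone; list adjusted p = 0.0027, and adjusted p = 0.15 with an estimated correlation). Neutrophil genes (adjusted p = 0.15) and macrophage genes (adjusted p = 0.985) were not shifted, and neither was glycolysis (adjusted p = 0.985), of which Slc16a3 was called higher (0.88, adjusted p = 0.0499) but not in 17 of 25 alternatives. The senescence list was not shifted (adjusted p = 0.42), although Timp1 (1.45), Igfbp5 (1.41) and Plaur (1.04) rose. Its median was -0.06 relative to the median gene while its mean change was 0.13.

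In all, 20 of 37 lists were shifted between the fractions, 9 up and 11 down, and none with an estimated correlation at an adjusted p under 0.05 (8 at an unadjusted p under 0.05 by camera). Leaving out Young_Pax7High replicate 2 or 3, or Young_Pax7Low replicate 2 or 3, reduced the 136 genes called to 45, 50, 39 and 42.

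Within young cells alone 45 genes were higher and 46 lower in Pax7High than in Pax7Low samples, and within old cells 5 and 6. These comparisons shared 1 gene called higher and 1 called lower, where independent lists would share 0.0246 and 0.0302. They too take the spread of each gene from 1 fit, so that their calls are not independent. Across genes the fraction changes of the ages correlated with r = 0.255. The young total of 91 was reduced to 42, 28, 39, 24 and 25 without Young_Pax7High replicates 1, 2 or 3 or Young_Pax7Low replicates 2 or 3. It rose with array weights or with only the groups compared, and the old calls were lost under either choice. The old total of 11 became 2, 24 and 7 without Old_Pax7Low replicates 1, 2 or 3, and 17 without Old_Pax7High replicate 2. It became 7, 5 and 3 without Young_Pax7High replicates 1, 2 or 3, and 5, 5 and 4 without Young_Pax7Low replicates 1, 2 or 3. On simulated data with 100 genes changed at each of 2 sizes this comparison gave 37 false calls, the most of the 7 comparisons simulated, so that its 11 genes are less certain than their adjusted p-values state.

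The third comparison asks whether the age difference depends on the fraction. The 3 genes called had their highest mean in young Pax7Low cells. Klhl41, a sarcomere assembly protein, stood at 7.37 ± 0.85 (SD, n = 3) there, against 2.96 ± 0.23 in young Pax7High, 3.47 ± 0.05 in old Pax7High and 3.62 ± 0.85 in old Pax7Low cells. Its age change differed between the fractions by 4.26 on the log2 scale (SE 0.60, adjusted p = 0.017), being 0.52 in Pax7High (adjusted p = 0.57) and -3.74 in Pax7Low cells (adjusted p = 6.0e-04). The myosin kinase Mylk4 (3.88, SE 0.53, adjusted p = 0.017) and the sialyltransferase St8sia5 (3.32, SE 0.44, adjusted p = 0.017) had the same form, falling by 3.75 and 3.37 with age in Pax7Low cells. Median changes of the 5 energy metabolism lists, Pax7High against Pax7Low, lay from -0.58 to -0.43 in young and from -0.12 to 0.02 in old cells, and their interactions passed camera but had adjusted p from 0.20 to 0.34 with an estimated correlation.

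Limma called these 3 genes with a positive interaction and none with a negative one, and 644 genes had an unadjusted p under 0.05. Myogenic genes with large interactions passed when adjusted over the list alone, Myog (4.59, SE 0.83, adjusted p = 0.092 over all genes), Actc1 (4.28, SE 0.77, adjusted p = 0.092) and Mymk (3.36, SE 0.74, adjusted p = 0.21), as did Cdkn1c in the quiescence list (3.22, SE 0.68, adjusted p = 0.17). Of the 19 measured myogenic commitment genes 3 passed upward in this way and 1 downward. In young mice the change of Myog between Pax7High and Pax7Low cells was -6.41 (adjusted p = 1.1e-04), and in old mice it was -1.82 (adjusted p = 0.25). Of simulated interactions with a log2 change of 2, 53% were recovered, fewer than for the other comparisons, and larger ones were not simulated. As lists, myogenic commitment and muscle fibre genes had no interaction past the threshold (adjusted p = 0.30 and 0.18), and on the 3 old Pax7Low arrays Myog stood at 6.43, 3.58 and 6.14. Of the 12 measured fibre genes 2 passed upward when adjusted over the list alone.

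Of the lists, 7 had a positive interaction. For complexes II to IV the median fraction change was -0.52 in young and 0.01 in old cells (interaction adjusted p = 8.0e-08), for complex I -0.58 and 0.02 (7.4e-07), for the mitochondrial ribosome -0.32 and 0.03 (4.6e-04), for ATP synthase -0.50 and -0.07 (8.1e-04), for the TCA cycle -0.58 and -0.12 (0.0023), for the proteasome -0.25 and 0.10 (0.0023) and for mitochondrial fatty acid oxidation -0.43 and -0.01 (0.017). Over all genes tested none of their members was called. Adjusted over the list alone, Ndufv2 (1.72), Ndufs6 (1.35) and Ndufa7 (1.12) of complex I, Fh1 of the TCA cycle (2.22) and Acaa2 of fatty acid oxidation (1.47) passed. Negative interactions were found for histones (median 0.50 in young and -0.20 in old cells, adjusted p = 2.8e-05), immediate early genes (-0.22 and -0.28, 7.5e-05), extracellular matrix (0.50 and 0.13, 0.0040), quiescence (0.16 and -0.16, 0.0074) and Wnt and TGF-beta targets (0.26 and -0.13, 0.039). Adjusted over the list alone, the histone genes H2ac4 (-1.70), H2bc18 (-1.60), H1f5 (-1.32), H2bc3 (-1.23) and H4c6 (named after its value was seen), Fos (-1.49) and, in the quiescence list, Cd34 (-1.32) passed downward. None of these 12 lists held with an estimated correlation (adjusted p between 0.19 and 0.48), and 7 lists had an unadjusted p under 0.05 there. Over 26 alternatives the call was lost in 12 for Wnt and TGF-beta targets and in 7 for mitochondrial fatty acid oxidation. It was lost in 5 for quiescence, in 4 for extracellular matrix and in 2 for each other list.

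**Figure D4:**
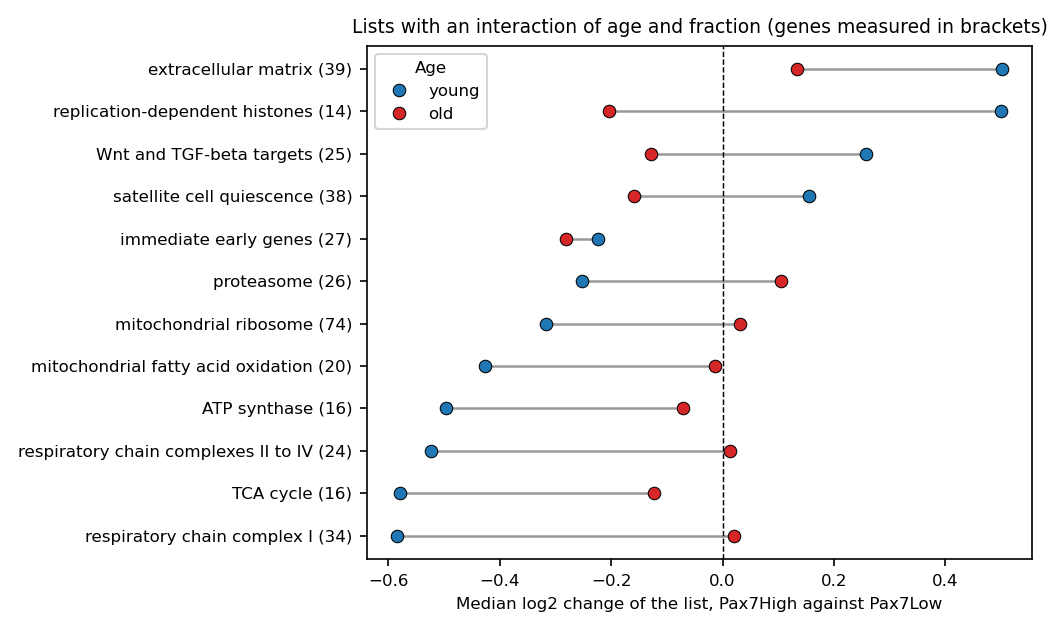
Median log2 change, Pax7High against Pax7Low, of the 12 gene lists with an interaction of age and fraction at a camera adjusted p under 0.05; blue points are young and red points old cells, and brackets give the genes measured. Respiratory chain complex I lies at -0.58 in young and 0.02 in old cells, and histones at 0.50 and -0.20.

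The 3 interaction calls were lost, leaving 0, without Old_Pax7High replicate 1 or 2, Old_Pax7Low replicate 1, any of Young_Pax7High replicates 1 to 3, or Young_Pax7Low replicate 3. Without Young_Pax7Low replicate 1 there were 18, and without Old_Pax7Low replicate 2 there were 6.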

Values the study reported

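For the arrays analysed here, the study's text gave an age of 6–8 weeks for its young mice and 24–26 months for its old mice. Elsewhere it gave 26 and 2 months for them, and the sample labels give another age for the old mice.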

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

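The tests of signal compression, of leukocytes, of endothelial cells and of a lower share of satellite cells, with the differences between marker lists, were chosen after the results they measure had been seen, and the removal of array trends and leaving out 3 old arrays after seeing the data, the test on those 3 arrays before its own outcome was known.

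Klhl41, a sarcomere assembly protein, stands out because its age change differed between the Pax7 fractions in the test of interaction, by 4.26 on the log2 scale. Mylk4 (3.88) and St8sia5 (3.32) differed in the same way. Each had an adjusted p = 0.017 by limma, and over the alternatives this ran up to 0.103, 0.0977 and 0.0935. In young Pax7Low cells, where the means of Myog and Mymk were also highest, Klhl41 was higher on 3 of 3 arrays than on any array of the other groups. The shift in gene lists also differed between fractions in 12 lists, with adjusted p = 0.0023 for the TCA cycle, 7.4e-07 for complex I, 8.0e-08 for complexes II to IV, 8.1e-04 for ATP synthase, 0.017 for mitochondrial fatty acid oxidation, 4.6e-04 for the mitochondrial ribosome, 0.0023 for the proteasome, 7.5e-05 for immediate early genes, 0.0074 for quiescence, 0.039 for Wnt and TGF-beta targets, 0.0040 for extracellular matrix and 2.8e-05 for histones. With an estimated correlation none of the 12 passed (adjusted p from 0.19 to 0.48). When residuals of a fit without interaction were exchanged between arrays 100 times, the real assignment included, 2 gave as many genes (3 in the real groups, at most 5 in others). The test takes the spread of old and young arrays as alike, which it was not, so that it does not decide on chance for the gene count. The 3 genes stay uncertain, since leaving out any of 7 arrays left 0 genes by limma at an adjusted p under 0.05. Simulated data gave 6 false calls for this comparison, but with 100 genes changed at each of 2 sizes. That count does not show how many of the 3 genes are false. For the number of lists chance was not excluded, since 9 of the 100 exchanges gave as many as the real 12, with a median of 4 and at most 15 in others.

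Lower calls outnumbered higher calls 4.87 to 1 in old cells, and 5 energy metabolism lists were lower by camera (adjusted p from 0.16 to 0.25 with an estimated correlation). Removing the arrays' trends against mean expression took the ratio to 1.13, but the removal centres every array at every expression level and so fixes this outcome, and a compression of signal on old arrays stays open for the excess of lower calls. Against compression as the whole cause of the lower energy lists, 5 of the 5 passed after this removal, although fewer single genes were called. Leaving arrays out corrects no compression and does not bear on it. With any 1 array left out 5 of the 5 passed. Leaving out the 3 outlying old arrays, a test of those arrays as the cause, decides nothing, since Old_Pax7Low keeps 1 array, assumed to vary like the other groups. Age of the animals stays open, untested, and could not be told apart from a difference in RNA preparation. Such a difference is not excluded, since amplification is described for old samples only, although the labels give 1 protocol for all samples. Of the 5 lists, 5 to 15 members each were called lower with age in Pax7Low cells and 0 to 2 in Pax7High cells. List medians were negative in both. Myog and Mymk had their highest means in young Pax7Low cells, and whether the state of those cells contributes was not tested. Of 100 exchanges of age labels within fractions 1, the real one, gave as many genes (1392 against at most 100 in others), which excludes chance for the genes. For the number of lists chance is not excluded, since 7 gave as many (17 against at most 19 and a median of 7 in others). Camera at the preset correlation thus passed lists under exchanged labels too.

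Interferon and antigen presentation genes were higher in old cells, by a mean of 0.99 (95% interval 0.562 to 1.42) and 0.90 (0.773 to 1.02) relative to the median gene, the former with an adjusted p = 0.11 and the latter with an adjusted p = 0.0094 with an estimated correlation. White blood cells among the old samples are a candidate source: the 7 measured general leukocyte markers, all of them also in the macrophage list, were higher by 0.75, with a 95% interval from 0.110 to 1.39, although none of the 7 was called and their list had an adjusted p = 0.0035 by camera and an adjusted p = 0.46 with an estimated correlation. Laptm5 stood at 5.93 ± 1.18 in old and 4.34 ± 0.87 in young Pax7High cells (SD, n = 3) and at 4.34 ± 0.48 and 4.17 ± 0.67 in Pax7Low cells. In old and young Pax7Low cells Tyrobp stood at 5.46 ± 0.55 and 4.64 ± 0.58, and Cd68 at 5.48 ± 0.51 and 4.98 ± 0.54. Lyz2 stood at 7.34 ± 0.53 and 5.96 ± 1.49 in these cells. Of these Pax7Low differences, those of Laptm5 and Cd68 lay within their spread, and that of Lyz2 within the spread of the young arrays. In Pax7High cells Tyrobp (4.96 ± 1.46 and 4.35 ± 0.34) and Cd68 (5.28 ± 1.59 and 5.05 ± 0.05) differed within their spread. Lyz2 stood at 7.7 ± 0.45 and 5.6 ± 0.84 there. Ctss, Spi1 and Coro1a, also among the 7, lay low, with group means of at most 3.86, 4.05 and 4.26 (median level of all genes 5.33). The abundant S100a8 stood at 10.2 and 8.07 in Pax7High cells, and Ptprc was not measured. The sort was gated on size, granularity and GFP, a gate that cells without the reporter should not pass. An interferon response of the satellite cells themselves with age stays open beside it, untested.

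Endothelial markers were higher in Pax7High cells by 0.61 (95% interval 0.225 to 1.00; list adjusted p = 0.20 with an estimated correlation), with Fabp4 at 9.18 and 8.25 in old and 8.65 and 8.02 in young Pax7High and Pax7Low cells, and Pecam1 at 7.02 ± 0.18 and 6.07 ± 0.61 in old cells (SD, n = 3). The markers' mean residual correlation within groups was 0.41, above 100% of the random lists (at most 0.17). Among the lists tested only neutrophil markers lay higher (0.413), and macrophage markers lay at 0.286. Genes regulated together within a cell type exceed random lists too, as heat shock genes (0.284) and complexes II to IV (0.219) do, so that endothelial cells in this sort stay open. A lower share of satellite cells cannot be told apart from this, since the endothelial shift exceeded that of leukocytes by 0.56 with a 95% interval from -0.00498 to 1.13, and lay near those of tendon, fibro-adipogenic, fat and neutrophil markers (differences -0.02, 0.19, 0.28 and 0.17, intervals holding 0, that of neutrophils from -0.587 to 0.930). It exceeded those of fibre (1.08, 0.758 to 1.40), macrophage (0.60, 0.150 to 1.06) and pericyte markers (0.34, 0.135 to 0.538), against a lower share as the whole cause, but Acta1 and Acta2 in these lists are also made by differentiating cells and macrophage markers lay low (median level 4.60, all genes 5.33). Expression of such genes by Pax7High satellite cells was not tested, and the gate on GFP should not pass endothelial cells without the reporter. Exchanging fraction labels within ages gave as many genes in 1 of 100 (136 against at most 18 in others) and as many lists in 2 of 100 (20 against at most 20). The median of other exchanges was 5 lists. Chance was excluded for both counts, although 0 of the 20 lists passed camera with an estimated correlation (lowest adjusted p = 0.15).

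Within 1 stratum, 3 arrays against 3 allow only 10 splits, too few for a share under 0.05. Only the real split (1) gave as many genes in each case. The age comparison gave 228 genes in Pax7High (at most 0 in other splits) and 689 in Pax7Low (at most 0), and the fraction comparison 91 in young (at most 0) and 11 in old cells (at most 10).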

How the results depend on the processing

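The removal of array trends and leaving out 3 outlying old arrays were chosen after seeing the data. Not all of the 31 alternatives gave gene results, and in those that did no named gene that was called changed direction. Of 170 such results 95 stayed past the threshold under all alternatives run for them and 105 under all but leaving out 1 array, and of 64 not called 49 were never called. Of 49 list calls 21 held under all alternatives but the estimated correlation. Whether replicate numbers pair arrays stays open: 5 of 6 arrays matched their own number best, but 2 of 6 such pairs had a residual correlation over 0.1, and the consensus correlation as a random block was 0.0434. With that block the fraction total was 154, and with a fixed one 104. Unless the alternative is itself fewer samples or a stricter threshold, the cause was not tested. RMA values carry no detection call, so signal over background set no limit that could be given. Taking the mean of probe sets, a fixed block and fitting only the groups compared gave no list results, and a fixed block gave no age comparison.

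Of gene counts, the age total became 875 with quantile normalization, 815 with trends removed, 485 at an adjusted p under 0.01 and 437 with a log2 change of at least 1. The fraction total became 35 and 75 at these thresholds, and the interaction 0 at 0.01 (limma, 644 at an unadjusted p under 0.05) and 6 without the 3 old arrays. Age in Pax7High gave 427 with array weights, 113 with only the groups compared, 345 without the 3 arrays and 41 at 0.01. Age in Pax7Low gave 424 with quantile normalization, 456 centred, 318 with only the groups compared, 418 with trends removed, 418 without the 3 arrays and 119 at 0.01. The young fraction comparison gave 549 with weights, 258 with only the groups compared, 176 without the 3 arrays and 31 at 0.01. The old one gave 22 with limma-trend, 0 with weights, 0 with only the groups compared, 35 without the 3 arrays and 1 at 0.01, and with a replicate block 20 (number over all groups), 22 (random) and 6 (fixed).

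Leaving out 1 array gave 765 to 1422 genes for age, 39 to 170 for fraction, 0 to 18 for the interaction, 39 to 299 and 136 to 816 for age in Pax7High and Pax7Low, and 24 to 107 and 2 to 24 for fraction in young and old cells; an array left out leaves its group with 2. Without the 3 outlying arrays Old_Pax7Low keeps 1, assumed to vary like the other groups.

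With an estimated correlation 1 list was shifted for age, 0 for fraction and 0 for the interaction (8 and 7 by camera at an unadjusted p under 0.05), and fry gave 22, 14 and 0. For age, the adjusted p with an estimated correlation was 0.161 for the TCA cycle, ATP synthase and mitochondrial fatty acid oxidation, 0.190 for complex I and 0.252 for complexes II to IV. Pyruvate dehydrogenase and the mitochondrial ribosome, not called for age, passed in 11 and 10 of 26 alternatives. Of lists called for age, fry lost inflammatory response (adjusted p = 0.055), macrophages (0.217) and immediate early genes (0.351). It also lost Wnt and TGF-beta targets (0.471) and endothelial cells (0.818). It moved peroxisomal fatty acid oxidation (0.00694), pyruvate dehydrogenase (4.2e-04) and the mitochondrial ribosome (9.8e-04) past the threshold. It likewise moved myogenic commitment (4.2e-04), the genes named in the study's text (0.0017) and cholesterol synthesis (0.0087) past it. It did so too for heat shock (0.011), peroxisome biogenesis (0.024) and quiescence (0.024). It turned the list of RNA polymerases I and III and mitochondrial transcription from up, not called, to down (0.0213), since fry tests against no change and camera against other genes.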

Other observations

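The lists of retinoid, circadian and imprinted genes below were written, and the test of the imprinted genes chosen, after the results were seen. List p-values are adjusted over the 15 tests of such lists.

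Single genes of retinoid metabolism were called with age. Beside Cyp26a1 and Adh1, the retinaldehyde dehydrogenase Aldh1a1, which makes retinoic acid, rose by a log2 change of 1.19 (SE 0.28, adjusted p = 0.013), and the retinol dehydrogenase Rdh10 fell by 1.58 (SE 0.34, adjusted p = 0.0075), both genes chosen after their values were seen. The other 5 of 9 measured genes of this list were not called, and since the list was written because of genes in it, its test decides nothing. The circadian clock list of 12 measured genes did not pass the test (median 0.39 above the median gene, adjusted p = 0.055).

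Imprinted genes known for growth control were called lower in old cells: Mest and Zim1, which are among the 10 lowest named, Meg3 (-1.84, SE 0.24), Cdkn1c and Peg3, with Meg3 chosen after its values were seen. In all, 9 of 31 measured imprinted genes fell and 1 rose, and the list did not pass the test (adjusted p = 0.17). A candidate explanation is that muscle of 6-week mice still holds its growth programme. Seen first, and left out of its test, were these 5 with Igf2 and Dlk1. Of the other 24, 4 fell, among them Grb10 (-1.63, SE 0.22) and Igf2r (-1.14, SE 0.18), named after their values were seen, and 1 rose. As a list they were not shifted (unadjusted camera p = 0.724, and p = 0.786 with an estimated correlation; median -0.12 relative to the median gene), which neither excludes nor bears out the hypothesis, since not all imprinted genes act in growth.

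Of lists with fewer than 5 measured genes, the mitochondrially encoded ND3 rose in old cells (0.47, adjusted p = 0.043), but was not called with trends removed (adjusted p = 0.089), and COX2 stood at 0.46 (adjusted p = 0.056), and the haem synthesis gene Alas2 rose (0.90, adjusted p = 0.020). Of 4 measured Schwann cell genes 2 fell, against 0 after centring and 0 with trends removed. Among them Pmp22, a myelin protein, fell by 0.69 (adjusted p = 0.017), but was not called after centring or with trends removed (adjusted p = 0.053). No member of the lymphocyte list, 2 measured, was called.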
